A study of Mus musculus with 12 samples. Its data were reported in "Embryonic macrophages orchestrate niche cell homeostasis for the establishment of the definitive hematopoietic stem cell pool" (2025).

How the data were processed

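Myeloid cells of the bone marrow of 8-week-old mice were sorted, and polyadenylated RNA of each sample was turned into amplified full-length cDNA and sequenced in pairs. Per the study's methods, the authors trimmed the reads with Trimmomatic and Cutadapt, corrected sequencing errors with Rcorrector, removed ribosomal RNA with SortMeRNA and aligned the rest with segemehl to the mouse genome GRCm39 with the annotation of Ensembl. The authors then deposited counts: whole numbers of read pairs per gene from featureCounts, kept only where a pair was assigned unambiguously. Genes that share sequence with a near-identical copy, or that overlap another gene, therefore lose reads, and whether strand was used is not stated. The authors deposited TPM values as well, which are counts divided by gene length and scaled by the authors so that each library has the same sum. The last deposited table holds variance-stabilised counts on a scale close to log2, made by the authors with DESeq2. A transformation of the counts computed here came within 0.146 of each deposited value. Amplification of cDNA from small numbers of cells was used, so reads are not independent molecules, and no molecular identifiers were described. Sizes of errors below come from the spread between replicates.

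The tables list 56953 genes by Ensembl identifier in 12 libraries, and 14020 of these genes had no count in any library. Symbols were taken from the GENCODE M21 name table, which matched 91.4% of the identifiers. That annotation is of another genome build than the one used by the authors, so no coordinates are given, and only the names, GC content and length of transcripts were taken from it (the longest transcript of each gene). GC content was known for 96.5% of tested genes. Groups and replicate numbers came from the sample titles, and each column was matched to its sample through the sample description. All columns were used. Whether libraries with the same number come from the same mouse is not stated; the pairing used in the block fits rests on the number in the title alone.

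Depth ranged from 26390927 to 48618187 counts per library. Counts were tested with DESeq2 1.42.0 in R 4.3.3, the tool that the study's methods name, there in another version. The settings chosen here were median-of-ratios size factors, 1 fit over the 12 libraries with the group as the only factor, Wald tests of contrasts, and Benjamini-Hochberg adjusted p under 0.05 with independent filtering at that level. Sharing the fit means that all 4 groups set the dispersion of a gene. The contrasts were eYFP+ minus eYFP- macrophages, Ly6Chi minus Ly6Clo monocytes, and the mean of both macrophage groups minus the mean of both monocyte groups. Log2 fold changes are unshrunken and given with their standard errors.

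Genes named in the text followed a rule fixed before the data were examined. A gene needed a symbol, a DESeq2 adjusted p under 0.05, a mean of at least 50 normalized counts over the libraries compared, and the same direction in the 3 same-numbered pairs (for macrophages against monocytes, no overlap between the cell types). Ranked by adjusted p, the first 6 higher and first 6 lower genes were named for macrophages and the first 3 for the other contrasts, without predicted-gene names. Not every gene chosen by the rule or listed beforehand is given. The sorting markers and a list of 6 genes were named whatever their values. The 16 marker lists were written by hand at the same time and tested with fry on TMM-normalized counts of genes kept by filterByExpr (edgeR 4.0.16 and limma 3.58.1). Principal components used centred, unscaled values of the 500 genes with the highest variance. The distance to monocytes was compared by an exact two-sided permutation test.

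The alternatives fixed before the data were examined were edgeR's quasi-likelihood test, TMM or total-count scaling, a minimum of 10 counts in 3 libraries, no independent filtering, no Cook's cutoff, the replicate number as a block (for macrophages also with edgeR), a fold change of at least 2, fits on the 6 libraries of a contrast, limma on log2(TPM + 1) or log2(TPM + 0.1), other gene sets for the principal components, and leaving out each replicate in turn. Corrections for GC content and length, which divide each library by a smooth curve over these properties, filtering tuned to 0.1, block fits with a count minimum or a correction, and edgeR with the block outside the macrophage comparison were chosen after seeing the data.

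The tests were tried on simulated counts of 36915 genes, of which 200 were changed by 2-fold or 4-fold, with macrophage means, library sizes and dispersions taken from the real data. DESeq2 made 186 calls, of which 101 were changed genes and 85 were not; it recovered 81% of the 4-fold and 20% of the 2-fold changes. edgeR made 45 calls with 2 false ones and recovered 41% of the 4-fold and 2% of the 2-fold changes. With the replicate block DESeq2 made 803 calls, 696 of them false. When 2 libraries were given a dependence on GC content, DESeq2 recovered 64% of the 4-fold changes without the GC correction and 76% with it, while false calls rose from 38 of 112 calls to 58 of 150. fry found 5 of 5 changed lists and called none of 45 unchanged ones. The simulated genes varied independently of each other, so false calls in lists whose genes vary together were not tested.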

Results

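To compare macrophages that arise before birth with those made by adult stem cells, RNA was sequenced from sorted bone marrow myeloid cells of 8-week-old female C57BL/6J mice that carry a reporter of developmental origin. In these mice a Cre recombinase under control of the Rank locus switches on the fluorescent protein eYFP in macrophages of embryonic origin, while cells that descend from adult hematopoietic stem cells stay eYFP-negative. The 12 libraries fall into 4 groups of 3 replicates each: eYFP+ macrophages (embryonic), eYFP- macrophages (adult-derived), Ly6Chi monocytes and Ly6Clo monocytes. The 2 monocyte groups are separated by the surface protein Ly6C. Total counts per library ran from 37518670 to 48618187 in eYFP+ macrophages and from 39423527 to 43971175 in eYFP- macrophages. They ran from 28432458 to 33156563 in Ly6Chi monocytes and from 26390927 to 38730531 in Ly6Clo monocytes. The shallowest library was Ly6Clo replicate 2 and the deepest was eYFP+ replicate 3. Between 16434 genes (Ly6Clo replicate 2) and 27634 genes (Ly6Chi replicate 1) had at least 1 count. The 10 genes with the most counts took between 9.99% and 17.2% of a library, the highest share being that of eYFP+ replicate 1.

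Transcripts of the sorting and identity markers were examined first, as a check of the labels. Values are normalized counts, which are deposited counts divided by the DESeq2 size factor of the library. Vcam1 was high in eYFP+ macrophages (843228 ± 212085, SD, n = 3) and eYFP- macrophages (624505 ± 75537, n = 3) and low in Ly6Chi (1127 ± 129, n = 3) and Ly6Clo monocytes (4423 ± 2202, n = 3). Mrc1, which encodes CD206, was likewise higher in macrophages than in monocytes, by 5.97 ± 0.35 (SE) on the log2 scale (DESeq2 adjusted p = 1.05e-61). Adgre1, which encodes the macrophage antigen used for sorting, was 1.85 ± 0.20 (SE) higher on the log2 scale (DESeq2 adjusted p = 8.58e-19). Ly6c2 reached 106459 ± 10716 (SD, n = 3) in Ly6Chi monocytes, against 924 ± 330 (n = 3) in Ly6Clo monocytes, 134 ± 167 (n = 3) in eYFP- macrophages and 20.5 ± 16.1 (n = 3) in eYFP+ macrophages. Nr4a1 was 31769 ± 9632 (SD, n = 3) in Ly6Clo and 5406 ± 1797 (n = 3) in Ly6Chi monocytes. Itgam, which encodes CD11b, was 8528 ± 1270 (SD, n = 3) in Ly6Chi monocytes, 3915 ± 1422 (n = 3) in Ly6Clo monocytes, 82.6 ± 102 (n = 3) in eYFP- macrophages and 120 ± 27.3 (n = 3) in eYFP+ macrophages. Between the macrophage groups no difference was detected for Adgre1, Mrc1, Vcam1, Ptprc, Csf1r, Tnfrsf11a, Ly6c1, Nr4a1 and Xist. Their DESeq2 adjusted p lay between 0.607 (Ptprc) and 1 (Csf1r and Nr4a1), and with the replicate number as a block between 0.709 (Ptprc and Xist) and 1. Adgre1, Mrc1 and Vcam1 were nonetheless higher in eYFP+ macrophages in 3 of 3 same-numbered pairs, with log2 fold changes of 0.43 ± 0.28, 0.95 ± 0.50 and 0.43 ± 0.40 (SE). Itgam and Ly6c2 had no adjusted p because of an extreme count by Cook's distance, and without that cutoff the DESeq2 adjusted p in the macrophage comparison was 1 for Itgam and 0.0437 for Ly6c2. With the block the DESeq2 adjusted p was 1 for Itgam and 0.0997 for Ly6c2, which was lower in eYFP+ macrophages in 3 of 3 pairs. Tnfrsf11a, the Rank gene whose locus drives the reporter, had 330 ± 52.0 normalized counts (SD, n = 3) in eYFP+ and 231 ± 47.5 (n = 3) in eYFP- macrophages. Xist was detected in every group, with means from 1251 in Ly6Chi monocytes to 3228 in eYFP+ macrophages. Ly6c1 and Ly6c2 are near-identical copies, and reads that fit both were not counted, so the level of either is uncertain.

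The similarity of the groups was then assessed by principal component analysis of the deposited variance-stabilised values, over the 500 genes with the highest variance. Across the 12 libraries the first component held 85.7% of the variance and the second 7.36%. The first component separated macrophages, with scores from 45.4 to 64.3, from monocytes, with scores from -65.9 to -46.4. The second separated Ly6Chi monocytes, with scores up to 21.2 and all above 0, from Ly6Clo monocytes, with scores from -37.7 to -16.2. Macrophages of both origins lay next to each other on both. Among the 6 macrophage libraries alone, the first component held 63.4% of the variance and parted the origins: eYFP+ scores ran from 16.0 to 31.8 and eYFP- scores from -27.0 to -20.5. Replicate 1 of both macrophage groups had the highest scores on the second component, which held 18.4%. The share of the first component depended most on the gene set. With all genes of at least 10 counts in at least 3 libraries it was 55.9% for the 12 libraries and 37.4% for macrophages.

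**Figure D1:**
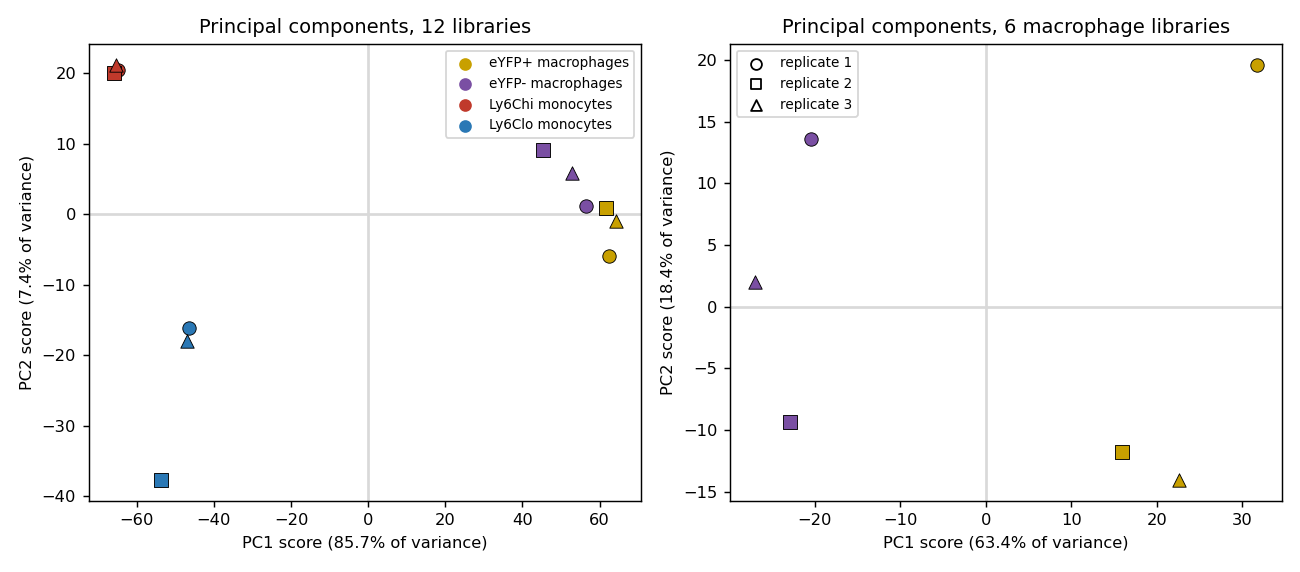
Scores of each library on the first and second principal component, for all 12 libraries (left) and for the 6 macrophage libraries (right), with colour for the group and symbol for the replicate number. On the left, macrophages (45.4 to 64.3) and monocytes (-65.9 to -46.4) separate along the first component, and on the right eYFP+ (16.0 to 31.8) and eYFP- macrophages (-27.0 to -20.5) do.

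To put a number on which macrophages lie closer to monocytes, the Euclidean distance of each macrophage library to the mean of the monocyte libraries was computed over the same 500 genes. It was 121 ± 1.51 (SD, n = 3) for eYFP+ and 111 ± 5.16 (n = 3) for eYFP- macrophages. The eYFP+ libraries were farther from monocytes by 10.7 in the mean, and their values did not overlap with those of eYFP- libraries. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow, so the comparison could not reach 0.05. With all genes of at least 10 counts in at least 3 libraries the difference was 10.5 and the exact permutation p rose to 0.3.

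Expression was next compared between eYFP+ and eYFP- macrophages, the central comparison of the design. DESeq2 called 439 of 21195 tested genes at an adjusted p under 0.05, of which 406 were lower and 33 higher in eYFP+ macrophages. Thus 92.5% of the called genes were lower, and 432 of the 439 differed at least 2-fold. Without eYFP- replicate 2 the share was 65.8%, with 348 genes lower and 181 higher. The number of calls rested on the test: edgeR's quasi-likelihood test called 63 genes, 62 lower and 1 higher, and all 63 were among the 439. Libraries with the same replicate number tended to deviate together in macrophages, with a mean correlation across 2000 genes of 0.176 over the 3 pairs. The correlation was 0.301 for replicate 1, 0.165 for replicate 2 and only 0.0617 for replicate 3. Between eYFP+ macrophages and Ly6Clo monocytes it was -0.393, -0.304 and 0.222 for replicates 1, 2 and 3. Over all 6 pairs of groups the mean was -0.00137, so same-numbered libraries did not deviate together across the groups. With the replicate number as a block DESeq2 called 1156 genes, 685 lower and 471 higher. Of these, 675 had a mean under 20 normalized counts and a log2 change beyond 10. In simulated counts the same block fit made 696 false calls among 803. Restricted to genes with at least 10 counts in at least 3 libraries, the block fit called 444 genes, 417 lower and 27 higher, and edgeR with the block called 25, all lower.

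Among genes that passed the naming rule, the lowest adjusted p for lower expression in eYFP+ macrophages belonged to Lsp1, Nkg7, Nfe2, Dut, Anxa1 and Dpp4. Lsp1 (ENSMUSG00000018819) had 187 to 396 normalized counts in the 3 eYFP+ libraries and 1989 to 2797 in the 3 eYFP- libraries, a log2 fold change of -3.13 ± 0.32 (SE; DESeq2 adjusted p = 1.81e-18). Nkg7 (ENSMUSG00000004612) had 82.3 to 100.1 against 707 to 1328, a log2 fold change of -3.36 ± 0.35 (SE; DESeq2 adjusted p = 4.23e-18). The log2 fold changes of Nfe2 (ENSMUSG00000058794), Dut (ENSMUSG00000027203), Anxa1 (ENSMUSG00000024659) and Dpp4 (ENSMUSG00000035000) were -2.51 ± 0.26, -2.42 ± 0.30, -3.56 ± 0.45 and -3.20 ± 0.41 (SE), with a DESeq2 adjusted p of at most 7.74e-12. These 6 genes also passed edgeR's test, with adjusted p from 0.00187 (Lsp1, Nkg7 and Nfe2) to 0.00726 (Dpp4). Among genes higher in eYFP+ macrophages, Mir99ahg (ENSMUSG00000090386) came first, with 147 ± 29.1 normalized counts (SD, n = 3) against 35.1 ± 14.4 (n = 3) and a log2 fold change of 2.07 ± 0.38 (SE; DESeq2 adjusted p = 2.57e-05). Among the next genes were Pla2g2d (ENSMUSG00000041202), Msr1 (ENSMUSG00000025044), Sipa1l2 (ENSMUSG00000001995) and Dab2 (ENSMUSG00000022150), with log2 fold changes of 3.85 ± 0.88, 1.54 ± 0.36, 1.77 ± 0.44 and 2.21 ± 0.55 (SE) and DESeq2 adjusted p from 0.00165 (Pla2g2d) to 0.00583 (Dab2). None of these 5 higher genes passed edgeR's test, with adjusted p from 0.0716 (Msr1) to 0.256 (Pla2g2d). By the rule, each named gene changed the same way in 3 of 3 same-numbered pairs. In all, 308 lower and 13 higher genes met the rule, 24 of them with predicted-gene names that are not listed.

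**Figure D2:**
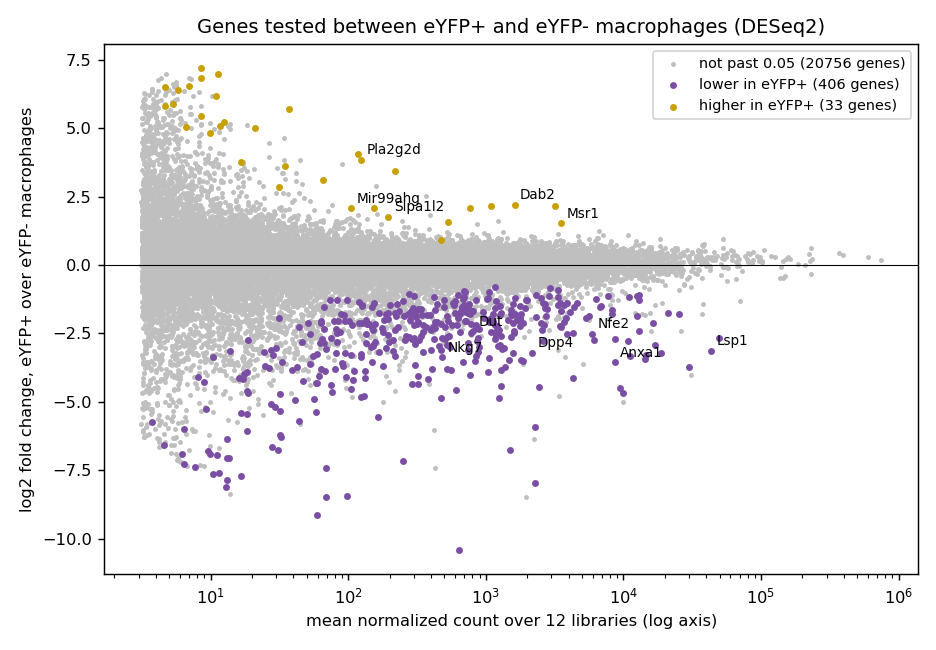
Each of the 21195 genes tested between macrophage groups, by its mean normalized count over the 12 libraries (log axis) and its log2 fold change, eYFP+ over eYFP-. The 406 genes called lower (purple) outnumber the 33 called higher (yellow), and 11 genes chosen by the naming rule are written beside their points.

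A list of 6 genes was fixed beforehand from the text of the study, so their passing here on the same data shows no stability of its own. Results of 5 of them are given. In all 5 genes, each eYFP+ library was lower than the eYFP- library with the same number. Ccr2 (ENSMUSG00000049103) had 197 ± 69.6 normalized counts (SD, n = 3) in eYFP+ and 686 ± 307 (n = 3) in eYFP- macrophages, a log2 fold change of -1.80 ± 0.43 (SE; DESeq2 adjusted p = 0.00265). Lbp (ENSMUSG00000016024), Cst7 (ENSMUSG00000068129), Lrg1 (ENSMUSG00000037095) and Mfge8 (ENSMUSG00000030605) had log2 fold changes of -2.63 ± 0.65, -2.82 ± 0.62, -3.10 ± 0.63 and -2.47 ± 0.51 (SE), with DESeq2 adjusted p of 0.00557, 0.00102, 0.000172 and 0.000287. Lrg1 was detected in eYFP+ macrophages at 28.2 ± 14.7 normalized counts (SD, n = 3), against 243 ± 158 (n = 3) in eYFP- macrophages. All 5 passed 0.05 when adjusted over all genes and when adjusted over the list alone. With edgeR's test none of the 5 passed over all genes, with adjusted p from 0.0742 (Mfge8) to 0.181 (Lbp), although all 5 had an unadjusted p under 0.05 and passed over the list alone. The DESeq2 fit with the replicate block gave an adjusted p of at most 0.00797 (Lbp) for each.

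**Figure D3:**
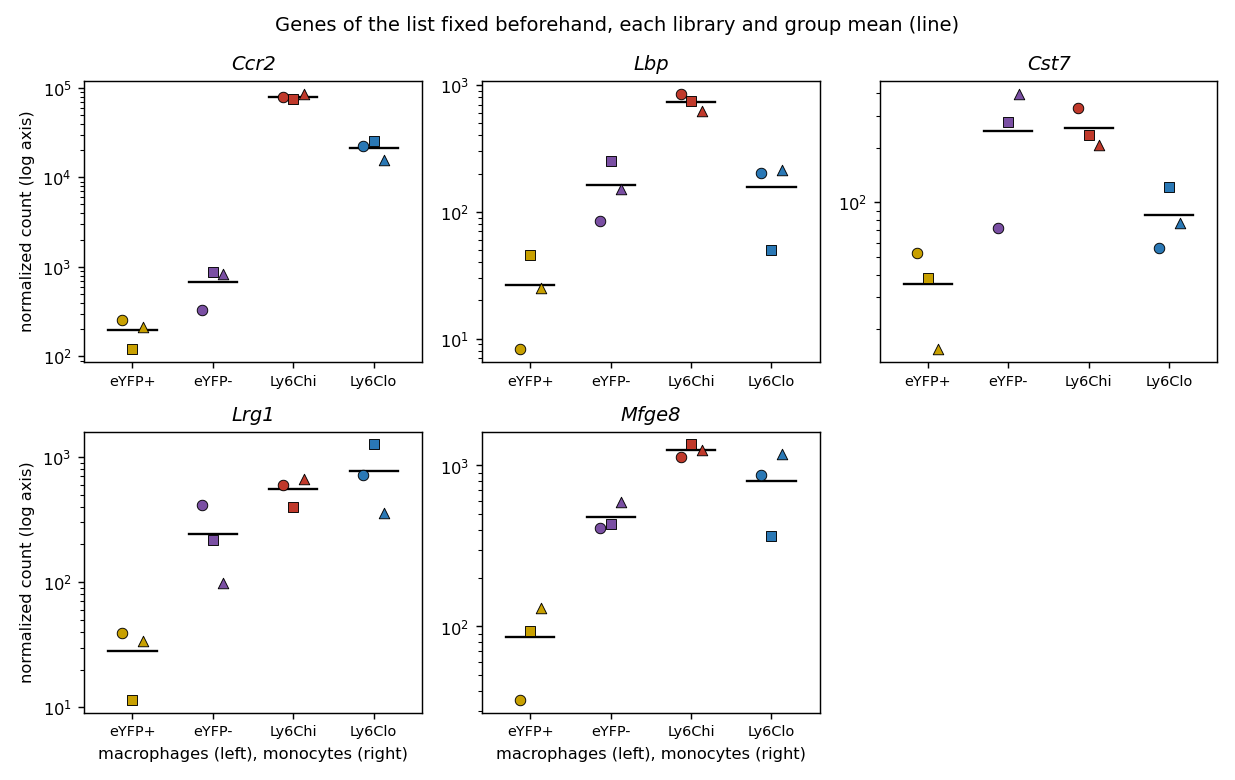
Normalized counts (log axis) of Ccr2, Lbp, Cst7, Lrg1 and Mfge8 in each library, by group, with symbols for the replicate number and a line at the group mean. In each gene the mean of eYFP+ macrophages is the lowest of the 4 groups, for example 197 for Ccr2 against 686 in eYFP- macrophages.

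Hand-written lists of marker genes for cell types and functions were compared between macrophage groups by the rotation test fry of limma on edgeR counts, with adjustment over the 16 lists. In total 12 lists differed, 9 lower and 3 higher in eYFP+ macrophages, each with the same direction of its mean expression in 3 of 3 same-numbered pairs. Proliferation genes were lower, with a median log2 fold change of -1.52 and lower expression in 26 of 26 genes (fry adjusted p = 0.00307). Lower too were the lists of leukocyte trafficking (median -0.88, 11 of 14 genes lower, fry adjusted p = 0.00435), stem and progenitor cells (median -3.17, 10 of 10 genes lower, fry adjusted p = 0.00435) and T and NK cells (median -2.08, 10 of 11 genes lower, fry adjusted p = 0.00435). The erythroid list had a median of -1.54 with 17 of 17 genes lower (fry adjusted p = 0.00962). The other lower lists were those of monocytes, megakaryocytes, neutrophils and their precursors, and eosinophils, basophils and mast cells, with fry adjusted p from 0.0264 to 0.0451. Higher in eYFP+ macrophages were the lists of phagocytosis and scavenging receptors (median 0.37, fry adjusted p = 0.00435), self-maintaining resident macrophages (median 0.81, 4 of 4 genes higher, fry adjusted p = 0.0110) and lysosome genes (median 0.26, fry adjusted p = 0.0264). The lists of bone marrow macrophages, dendritic cells, stromal and endothelial cells, and B cells did not pass, with fry adjusted p from 0.0642 to 0.504. With the replicate block 11 lists differed, 10 of them among the 12. The lists of neutrophils (adjusted p = 0.0825) and monocytes (adjusted p = 0.0607) no longer passed fry with the block, and that of bone marrow macrophages did (higher, adjusted p = 0.0485).

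**Figure D4:**
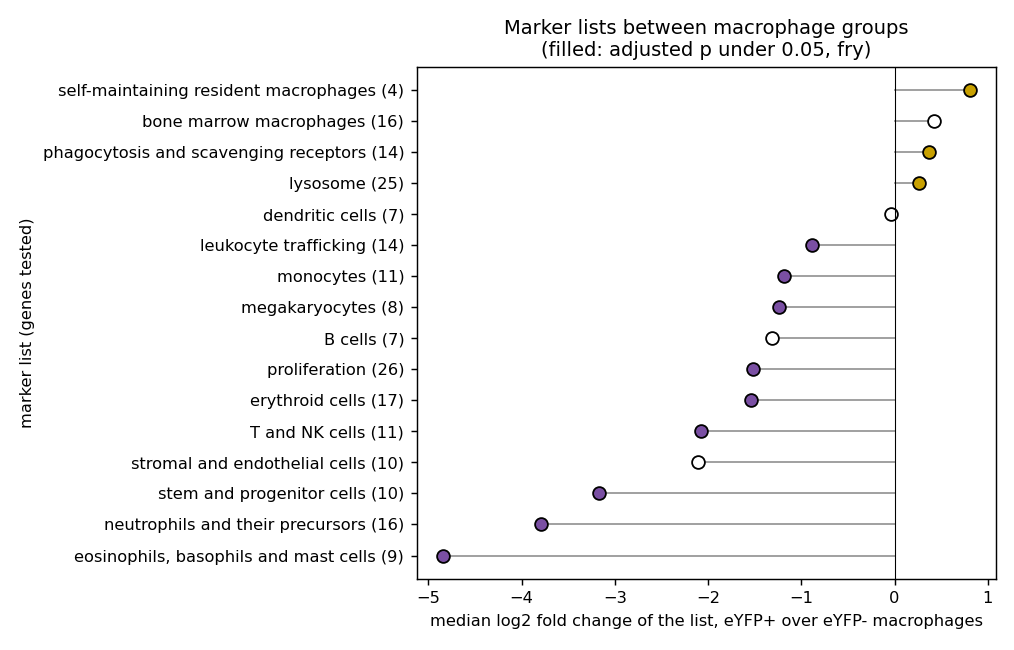
Median log2 fold change of the genes in each of the 16 marker lists, eYFP+ over eYFP- macrophages, with the number of genes tested in brackets, and filled points where the fry adjusted p was under 0.05. The filled points comprise 9 lists below 0 and 3 above it.

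The monocyte groups and the 2 cell types were compared with the same DESeq2 fit, to set the macrophage difference against larger ones. Between Ly6Chi and Ly6Clo monocytes DESeq2 called 1870 genes, 793 higher and 1077 lower in Ly6Chi. Same-numbered monocyte libraries did not deviate together (mean correlation 0.0265 over 3 pairs). The fit with the replicate block called 2244 genes, 1190 higher and 1054 lower in Ly6Chi, so the balance reversed. Restricted to genes with at least 10 counts in at least 3 libraries, the block fit called 1825, 821 higher and 1004 lower. edgeR's test called 803. By the naming rule the first genes higher in Ly6Chi monocytes included Lilra6 and Ly6c1, with log2 fold changes of 4.51 ± 0.34 and 6.00 ± 0.50 (SE; DESeq2 adjusted p of at most 9.04e-31). The first genes lower were Bcl2a1d, Fabp4 and Bcl2a1b, with log2 fold changes of -4.29 ± 0.23, -6.19 ± 0.36 and -4.49 ± 0.28 (SE; DESeq2 adjusted p of at most 1.23e-53). Bcl2a1b and Bcl2a1d are near-identical copies, so the split of reads between them is uncertain. Between macrophages and monocytes 7927 of 22028 tested genes differed, 4556 higher and 3371 lower in macrophages, and 7803 did with the replicate block. Cd5l, Fcna and Pld3 came first among genes higher in macrophages, with log2 fold changes of 8.18 ± 0.21, 8.40 ± 0.22 and 6.21 ± 0.17 (SE; DESeq2 adjusted p of at most 9.45e-278). Susd3, Lsp1 and S100a6 came first among genes lower in macrophages, with log2 fold changes of -6.85 ± 0.22, -6.71 ± 0.22 and -7.51 ± 0.27 (SE; DESeq2 adjusted p of at most 1.25e-172). All 6 kept an edgeR adjusted p of at most 3.13e-08.

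Libraries of one group were not equally alike. Pearson's r across genes on the variance-stabilised values was at least 0.988 between Ly6Chi replicates, but 0.944 and 0.947 between Ly6Clo replicate 2 and the other Ly6Clo libraries. For eYFP+ replicate 1 it was 0.976 and 0.974, against 0.987 between replicates 2 and 3 of that group. Genes are not independent replicates, so these values are descriptions. In these libraries genes with GC-rich transcripts had fewer reads. For transcripts with a median GC content of 60.2%, the median log2 ratio to the other libraries of the group was -1.28 in Ly6Clo replicate 2 and -0.76 in eYFP+ replicate 1. Csf1r had 16344 normalized counts in Ly6Clo replicate 2, against 170934 and 168226 in replicates 1 and 3, which widened its SD in that group to 88481 around a mean of 118501. Whether GC content accounts for the low Csf1r count was not tested.

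**Figure D5:**
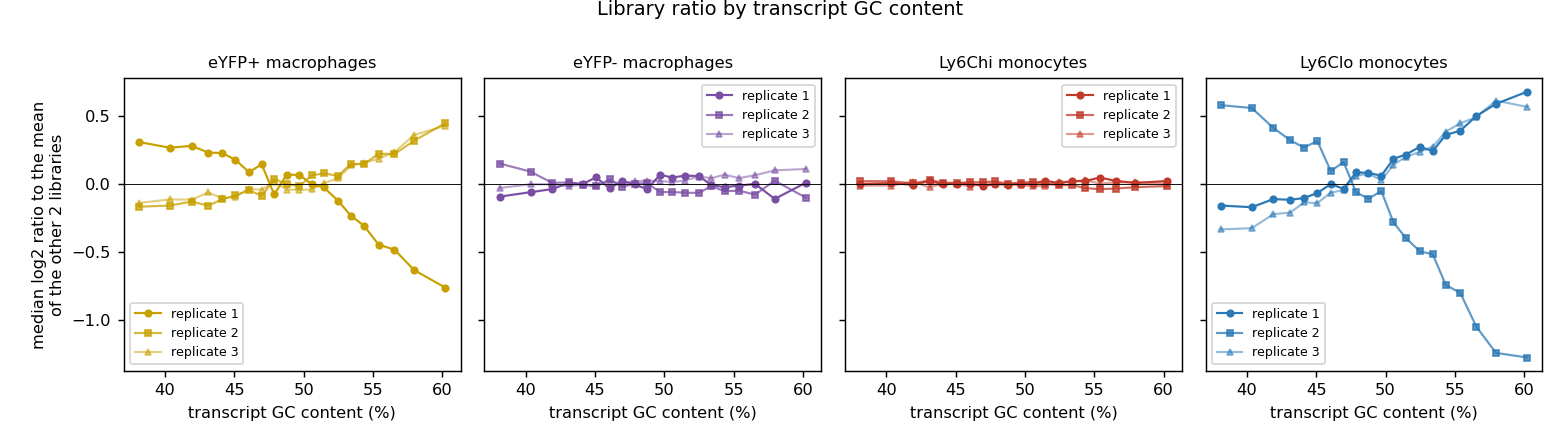
Median log2 ratio of each library to the mean of the other 2 libraries of its group, for genes in 20 bins of transcript GC content (%), with symbols for the replicate number. The lines of Ly6Clo replicate 2 and eYFP+ replicate 1 fall to -1.28 and -0.76 in the most GC-rich bin, and the other libraries of their groups rise because the falling library is part of their reference.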

Values the study reported

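The study gave 432 genes as significantly changed between the eYFP+ and eYFP- macrophages of the bone marrow, and most of these were lower in the embryonic cells. Its threshold was a DESeq2 adjusted p under 0.05 with no minimum fold change named, so this count was not limited by fold change.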

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

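The GC and length corrections, filtering tuned to 0.1, block fits with a count minimum or a correction, and edgeR with the block outside the macrophage comparison were chosen after the data were seen. Most genes called between macrophage groups were lower in eYFP+ cells under all 18 alternatives and in all 6 fits that each left out one macrophage library, with shares of lower genes from 59.3% (replicate block) to 100% (edgeR with the block). The number of genes was less steady than the direction. Against 439 genes in the main test, 12 alternatives stayed within 1.5 times. edgeR's quasi-likelihood test gave 63 genes and edgeR with the replicate block 25; the latter called none higher, and at an unadjusted p under 0.05 it had 267 higher and 955 lower genes of 19189 tested. The DESeq2 replicate block gave 1156 genes, of which 394 were among the 439. Of the 1156, 675 had a low mean count and a log2 change beyond 10, and in simulated data this fit made 696 false calls among 803. A fit on the 6 macrophage libraries gave 676 genes, limma on log2(TPM + 0.1) gave 175 and limma on log2(TPM + 1) over all detected genes gave 220. Leaving out one library gave from 228 to 529 genes, of which 211 to 324 were among the 439. The imbalance depended on eYFP- replicate 2: without it 181 genes were higher and 348 lower, or 65.8% lower, while the share was at least 94.0% in the other 5 fits. In simulated data DESeq2 made 85 false calls among 186 and edgeR 2 among 45, so the gap between 439 and 63 may hold both false calls of DESeq2 and true changes that edgeR missed. For the fits on 6 libraries, on TPM and without one library the cause was not tested.

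TMM and total-count scaling left the share of lower genes at 93.2% and 94.3%, against 92.5% in the main test, although total-count scaling moved the median log2 fold change of all genes with at least 50 counts by -0.11. The GC correction gave 409 genes with 88.0% lower. The replicate block together with the GC and length correction and a count minimum gave 442 genes, 393 lower and 49 higher.

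Between Ly6Chi and Ly6Clo monocytes, 12 of 16 alternatives stayed within 1.5 times of 1870 genes. The exceptions were edgeR's test (803), edgeR with the replicate block (531), the fit on the 6 monocyte libraries (1189) and limma on log2(TPM + 1) (1219). Leaving out one library gave from 1208 to 2496 genes. The cause was not tested. For macrophages against monocytes all 14 alternatives stayed within that range, from 5927 to 8273 genes, and the fits without one library gave from 6588 to 9157.

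The distance of eYFP+ macrophages to monocytes was larger than that of eYFP- macrophages under the 3 alternatives (from 8.69 to 11.3) and in all 12 fits without one library (from 8.46 to 13.8). The variance share of the first component fell with more genes. For 12 libraries it was 74.7% with 2000 genes and 55.9% with all genes of at least 10 counts in 3 libraries, and for macrophages 49.3% and 37.4%; the cause was not tested. Without one library it ranged from 84.1% to 89.2% for the 12 libraries and from 57.4% to 68.8% for macrophages. Of the 16 marker lists, 11 to 15 differed under the 4 alternatives and 7 to 12 when one macrophage library was left out. The 3 lists that were higher in the main test were higher without normalization factors too, but the lysosome list did not pass without eYFP- replicate 2 (fry adjusted p = 0.0544) or without eYFP- replicate 3 (fry adjusted p = 0.0604).

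Of the 6 genes fixed beforehand, edgeR's test over all genes passed 1, and the fits without one library passed from 4 to 6. Ccr2 and Cst7 lost their call without eYFP- replicate 3 (DESeq2 adjusted p = 0.0738 and 0.0568) and Lbp without eYFP- replicate 2 (DESeq2 adjusted p = 0.0722). Each of these genes was followed under 10 alternatives: edgeR's test, the replicate block, TMM scaling, the fit on 6 libraries and the fits without one library. Over these 10 the DESeq2 or edgeR adjusted p ranged from 1.50e-05 to 0.0881 for Ccr2, from 3.78e-06 to 0.117 for Cst7 and from 0.00107 to 0.181 for Lbp. Over the 30 named results, 270 of 288 alternative values kept direction and call, 18 lost the call and none reversed. All 18 belonged to 11 genes of the macrophage comparison, 11 of them under edgeR and 7 without one library. The 288 values cover only part of the alternatives, mainly edgeR's test, the replicate block and the fits without one library. They leave out edgeR with the replicate block, which called no gene higher in eYFP+ macrophages, so no named higher gene kept its call there. Besides Ccr2, Cst7 and Lbp, calls lost without one library were those of Dab2 and Sipa1l2.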

Other observations

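For the patterns below, the tests of the marker lists over other splits and of dendritic cells were chosen after the result was seen. How the mixed outcomes of the monocyte RNA test and of the GC test of single libraries were read was also settled after their values were seen.

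Other ways of splitting the libraries gave far fewer genes. Of the 4 splits of the 6 macrophage libraries that part the 3 same-numbered pairs, 1 gave as many genes as the grouping by eYFP, the grouping itself, and the others gave at most 22 against 439. With 4 splits chance cannot be excluded at 0.05. The 6 splits that part 1 pair gave at most 152 genes, in the split that sets eYFP- replicates 1 and 3 and eYFP+ replicate 1 against the rest. For monocytes 1 of 4 such splits gave as many genes, the others gave at most 77 against 1870, and the 6 splits that part 1 pair gave at most 138. For the marker lists it was 1 of 4 as well. None of the 9 other splits gave a list past 0.05, and at an unadjusted p under 0.05 they gave at most 1 list. For macrophages against monocytes, 40 splits of the 12 libraries were compared, the real one among them. The real split gave 7264 genes in this fit with cell type alone, and none of the 39 others gave as many. The next highest count was 2484. The number of drawn splits was limited by computing time and was raised after a first, smaller draw had been seen.

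More genes were lower than higher in eYFP+ macrophages, 406 against 33. Scaling between libraries moved the share of lower genes by at most 1.85 percentage points, and the GC correction moved it by 4.46 percentage points, so neither accounts for the imbalance. Depth does not separate the groups either, since 2 of the 3 eYFP+ libraries were shallower than every eYFP- library and the remaining one was the deepest of all. A candidate explanation is RNA of other blood lineages in the eYFP- gate, for example from cells or cell fragments attached to macrophages. Of 8 lineage marker lists, 6 were lower in eYFP+ macrophages and none was higher, with a lower direction in all 8 whatever the p (5 were lower with the replicate block). The lists of megakaryocytes and of eosinophils, basophils and mast cells lost the call in several fits without one library. Without eYFP- replicate 2 both had a fry adjusted p of 0.0544, and without eYFP- replicate 3 of 0.0604. The lists of erythroid cells, stem and progenitor cells, and T and NK cells passed in each such fit. Only 24 of the 406 lower genes are on these 8 lists, so the test says little about the rest. The same lists would also be lower if eYFP- macrophages themselves expressed these genes, for example as younger cells, and bulk libraries cannot separate these possibilities.

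RNA of monocytes in the eYFP- gate was tested separately. Of 57 genes with a mean of at least 50 TPM in Ly6Chi monocytes and at most 1/50 of that in the mean of both macrophage groups, 94.7% were higher in eYFP- than in eYFP+ macrophages, as a small monocyte share would give. The excess over eYFP+ macrophages was taken as a share of the difference between Ly6Chi monocytes and eYFP+ macrophages. This share was not common to these genes: its median was 0.686% and its lower and upper deciles were 0.0310% and 1.82%. The genes were chosen for low levels in macrophages, which limits the share beforehand, so its small size is no result of the test. The criterion written before the test held that widely differing shares speak against monocyte RNA, so by that criterion alone the explanation fails. Because the direction was nearly uniform, the outcome was instead read as undecided, which is the more cautious reading. Moreover, 197 of the 406 lower genes had a higher mean in eYFP- macrophages than in both monocyte groups, which monocyte RNA alone cannot give. A small share of monocyte RNA may therefore add to some differences and cannot be told apart from expression by macrophages. Seen after the test, Ly6c2, Itgam and the monocyte and neutrophil lists were highest in replicate 2 among the eYFP- libraries. Ly6c2 had 327 normalized counts there, against 29.21 and 46.03 in eYFP- replicates 1 and 3, and Itgam had 200.1 against 20.1 and 27.6. Itgam also had 88.8 to 140 in the eYFP+ libraries, above eYFP- replicates 1 and 3, so it does not mark the eYFP- gate as a whole. Not every gene abundant in monocytes was highest in eYFP- replicate 2. Lsp1 and Anxa1 had 2797 and 1588 normalized counts in eYFP- replicate 3, against 2399 and 1476 in eYFP- replicate 2. The mean expression of the monocyte list in eYFP- replicate 2 was 4.28, against 2.78 and 3.09 in eYFP- replicates 1 and 3. That of the neutrophil list was 5.81 against 2.72 and 3.62. These lists passed only 1 of the 6 fits that each left out one macrophage library, the fit without eYFP- replicate 1, so their loss of the call is not particular to replicate 2. Without eYFP- replicate 2, 348 genes were lower and 181 higher in eYFP+ macrophages. Genes fixed beforehand differ in this respect. The same share was 0.613% for Ccr2, but 19.2% for Lbp, 40.9% for Lrg1 and 95.9% for Cst7, with Mfge8 between Lbp and Lrg1. A monocyte share small enough for Ccr2 would leave most of the excess of the other 4 genes unaccounted for.

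Ly6Clo replicate 2 and eYFP+ replicate 1 lay apart from the other libraries of their groups. Fewer reads are not the reason: with every library thinned to 26390927 counts, both of these 2 libraries still detected fewer genes than the rest of their groups (16434 against 21844 and 23941 genes in Ly6Clo, 21873 against 25300 and 26376 in eYFP+). eYFP- replicate 1, with 20736 genes, was the lowest of its group too. The rank correlation of the ratio to the other libraries of the group with transcript length, across genes, was -0.11 in Ly6Clo replicate 2 and -0.218 in eYFP+ replicate 1. It was larger in size in other libraries, up to 0.447 in eYFP- replicate 2. Genes are not independent replicates, so these correlations are descriptions. The rank correlation of the ratio with GC content was -0.332 in Ly6Clo replicate 2 and -0.303 in eYFP+ replicate 1. It reached 0.336 in Ly6Clo replicate 3. By the criterion written before the test, a value as large in another library speaks against GC content as the cause. The reference of Ly6Clo replicate 3 includes replicate 2, which mirrors the deviation, so the outcome was read as undecided and the pattern cannot be told apart from an effect of GC content. For dendritic cells in Ly6Clo replicate 2, 4 of 9 genes of that list were higher there than in both other libraries, which is not most of the list. Ly6d, Klk1 and Ccr9 were near 0 TPM in the 3 Ly6Clo libraries, so this count is a weak measure and cannot decide whether dendritic cells contributed. Cd209a (2820 TPM against 562 and 549) and, picked after its values were seen, H2-Ab1 (637010 normalized counts against 208413 and 209705) were higher in replicate 2. Zbtb46 (1.49 TPM against 9.20 and 6.15) and Clec9a (0.578 TPM against 5.48 and 4.03) were lower there, and Xcr1 and Siglech were listed at 0.

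A gene without a symbol in the name table, ENSMUSG00000121137, was picked after its values were seen. It had 440 ± 214 normalized counts (SD, n = 3) in eYFP+ macrophages and 26.2 ± 5.28 (n = 3) in eYFP- macrophages, and at most 6.07 in any monocyte library. The log2 fold change of 4.07 ± 0.53 (SE; DESeq2 adjusted p = 2.24e-11) did not pass 0.05 in edgeR's test with the replicate block (adjusted p = 0.0827), and over the alternatives the DESeq2, edgeR and limma adjusted p ranged from 4.20e-15 to that value. The GC content and length of its transcript were not known, so the corrections for these could not change its counts and show nothing about its stability. It was the only gene higher in eYFP+ macrophages by edgeR's test, where its adjusted p was 0.0356.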
